# The Histone Variant MacroH2A1 Regulates Key Genes for Myogenic Cell Fusion in a Splice-Isoform Dependent Manner

**DOI:** 10.3390/cells9051109

**Published:** 2020-04-30

**Authors:** Sarah Hurtado-Bagès, Melanija Posavec Marjanovic, Vanesa Valero, Roberto Malinverni, David Corujo, Philippe Bouvet, Anne-Claire Lavigne, Kerstin Bystricky, Marcus Buschbeck

**Keywords:** histone variants, myogenic differentiation, myotubes, cell fusion, macroH2A, PARP1, gene regulation, ADP ribose

## Abstract

MacroH2A histone variants have functions in differentiation, somatic cell reprogramming and cancer. However, at present, it is not clear how macroH2As affect gene regulation to exert these functions. We have parted from the initial observation that loss of total macroH2A1 led to a change in the morphology of murine myotubes differentiated ex vivo. The fusion of myoblasts to myotubes is a key process in embryonic myogenesis and highly relevant for muscle regeneration after acute or chronic injury. We have focused on this physiological process, to investigate the functions of the two splice isoforms of macroH2A1. Individual perturbation of the two isoforms in myotubes forming in vitro from myogenic C2C12 cells showed an opposing phenotype, with macroH2A1.1 enhancing, and macroH2A1.2 reducing, fusion. Differential regulation of a subset of fusion-related genes encoding components of the extracellular matrix and cell surface receptors for adhesion correlated with these phenotypes. We describe, for the first time, splice isoform-specific phenotypes for the histone variant macroH2A1 in a physiologic process and provide evidence for a novel underlying molecular mechanism of gene regulation.

## 1. Introduction

Histone variants can replace replication-coupled histones in the nucleosome and thus convey unique properties to specific regions of the genome [1]. MacroH2A is a member of the group of H2A histone variants and is unique in having a tripartite domain structure consisting of a histone fold, an unstructured linker and a globular macrodomain [2]. Two genes, H2AFY and H2AFY2, and one event of alternative splicing give rise to three proteins sharing the same overall domain structure: the splice variants macroH2A1.1 and macroH2A1.2 and the second gene product macroH2A2 [3]. A number of loss-of-function studies concluded that macroH2As stabilize the epigenome of differentiated cells. In this context, macroH2As were found to provide robustness to differentiation and developmental processes [4,5]. Conversely, macroH2As act as barriers to somatic cell reprogramming [6,7,8]. In cancer, macroH2As primarily have tumor-suppressive functions, which were first described in melanoma [9]. Some isoform-related and cancer-type-related dependences have also been reported [10]. At the present, it is not clear how exactly macroH2As exert their impact on differentiation, cancer and reprogramming. The hypothesis put forward in most of these studies is that the physiological impact of macroH2As is a consequence of downstream changes in gene regulation. This may be a direct consequence of modulating transcription factor binding to DNA [11,12,13] or an indirect consequence of changing the three-dimensional organization of chromatin in the nucleus [14].

The difference between the two splice-isoforms, macroH2A1.1 and macroH2A1.2, is the usage of a mutually exclusive exon that encodes a number of amino acids defining the form and hydrophobicity of a cavity in the macrodomain [15]. As a consequence, macroH2A1.1, but not macroH2A1.2, is able to bind NAD+-derived ADP-ribose, poly-ADP-ribose and ADP-ribosylated PARP1 [16]. In particular, the interaction with the key stress sensor PARP1 can have different consequences. The recruitment of active PARP1 to macroH2A1.1-bound genes can positively or negatively affect their expression [17]. Furthermore, in cases where macroH2A1.1 is more abundant than PARP1, such as in muscle cells, macroH2A1.1 acts as endogenous inhibitor of PARP1 [18,19]. As PARP1 is an avid consumer of nuclear NAD+, its inhibition can have a global impact on NAD+ metabolism affecting reactions in distal organelles, such as oxidative phosphorylation in the mitochondria (discussed in [20]).

The expression of both macroH2A1 splice isoforms is dynamically regulated during myogenesis. The early steps of myogenesis can be recapitulated ex vivo. Primary myoblasts or immortal myogenic cell lines proliferate rapidly in cell culture, but after a change to serum-restricted medium, they quickly exit the cell cycle, upregulate differentiation, promoting transcription factors such as MyoD and Myogenin, aggregate and fuse to form multinucleated myotubes [21]. MacroH2A1.2 is the predominantly expressed isoform in proliferating myoblasts and contributes to the activation of enhancers by recruiting the transcription factor Pbx1 at the beginning of the differentiation process [13]. During myogenesis, a switch in splicing leads to the downregulation of the macroH2A1.2 transcript and an increase in the macroH2A1.1 transcript, yielding comparable protein levels in myogenic C2C12 cells after four days of differentiation [19].

How macroH2As and, in particular, the two splice isoforms, macroH2A1.1 and macroHA1.2, influence physiological processes is not well understood. Here, we have used differentiating myotubes as a model system to examine the role of macroH2A1 splice variants in a differentiation process. We find that the two isoforms have an opposing effect on myotube fusion. The effect is mediated by the regulation of a number of genes encoding adhesion and extracellular matrix proteins.

## 2. Materials and Methods

### 2.1. Cell Culture and Isolation of Primary Myoblasts

Murine C2C12 cells were obtained from ATCC (CRL-1772) and cultured and differentiated as described [19]. Muscles were collected from 2-month-old macroH2A1 knockout mice and control wild-type littermates with a mixed C57Bl/6 and 129Ola background [22]. These experiments were approved by the Ethics Committee for Animal Experimentation of the Ecole Normale Supérieure de Lyon (CECCAPP) under authorization from the National Committee for Ethical Reflection on Animal Experimentation (authorization N°15) on February 22, 2012 with the registered number ENS_2012_008. Primary myoblasts were isolated, cultured and differentiated, as described elsewhere [23]. In brief, mouse primary myoblasts were maintained on collagen-coated dishes in Ham’s F10 medium complemented with 20% FBS (Invitrogen), 10 ng/mL of bFGF (Invitrogen), 0.1% Fungizone (Invitrogen) and penicillin– streptomycin. For maintenance, mouse primary myoblasts were seeded on plates coated with rat-tail collagen I (BD Biosciences). For differentiation, cells were cultured on plates coated with Matrigel™ (BD Biosciences).

### 2.2. Plasmids, Transfection and Retroviral Infection

For the knockdown of macroH2A1 isoforms, we used siRNAs (Invitrogen) that were previously described [19,24]. 

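The first 19 bases of the sense strand of each siRNA in the paper's methods were searched in the mouse transcripts of GENCODE M21, which is built on GRCm38. Both macroH2A1 isoforms are encoded by H2afy (ENSMUSG00000015937), on the minus strand of chromosome 13 from 56073619 to 56136361. The transcripts H2afy-201 and H2afy-202 each have 9 exons and use different exons as exon 6. The siRNA macroH2A1.1#1 (CGACAAACACTGACTTCTA) matched H2afy-202 from 56088269 to 56088287, and macroH2A1.1#2 (CCGACAAACACTGACTTCT) matched it from 56088270 to 56088288. Both sites lie in the coding sequence, in the 91 bp exon 6 of this transcript (56088252 to 56088342). With 15 bases of the transcript on each side, the site of macroH2A1.1#1 reads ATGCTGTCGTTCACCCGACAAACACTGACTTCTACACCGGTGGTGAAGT. The siRNA macroH2A1.2#1 (GCTTTGAGGTGGAGGCCAT) matched H2afy-201 from 56089802 to 56089820, and macroH2A1.2#2 (TGACATTGACCTTAAAGAT) matched it from 56089765 to 56089783. These sites also lie in the coding sequence, in the 100 bp exon 6 of H2afy-201 (56089758 to 56089857). The surrounding transcript sequence of macroH2A1.2#1 reads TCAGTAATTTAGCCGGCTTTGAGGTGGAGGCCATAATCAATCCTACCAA, and that of macroH2A1.2#2 reads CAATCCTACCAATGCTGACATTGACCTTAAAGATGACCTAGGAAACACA. Both macroH2A1.2 sites are also in H2afy-206, a transcript annotated with a retained intron. No other mouse gene had a full match to any of these siRNAs, and the scramble siRNA matched no transcript.

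**Figure D1:**
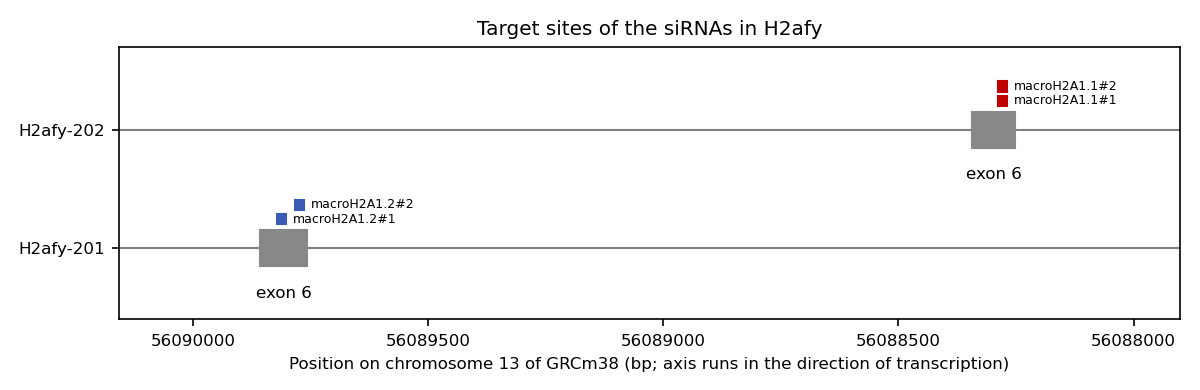
Position on chromosome 13 of GRCm38 (bp, in the direction of transcription) of exon 6 of the H2afy transcripts (grey boxes) and of the siRNA sites (red, macroH2A1.1; blue, macroH2A1.2). Each pair of sites falls inside the exon 6 of 1 transcript, from 56088252 to 56088342 or from 56089758 to 56089857.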

For all siRNAs, 10 nM was found to be the optimal concentration to achieve a maximal depletion. Briefly, in a 6-well plate, 20,000 C2C12 cells were seeded. C2C12 cells were then transfected with the transfection reaction composed of 500 μL of Opti-MEM (Gibco) 3.12 μL of lipofectamine RNAiMAX Transfection Reagent (Invitrogen) and 10 nM of siRNA. For knockdown in myotubes, siRNA was repeatedly delivered at day +1 after seeding, the day of medium change for differentiation and 2 days after. In the case of p15 plate, 300,000 C2C12 cells were seeded and transfected with 7.5 mL of Opti-MEM, 45 uL of lipofectamine and siRNA at a final concentration of 10 nM. For the reintroduction of Flag-macroH2A1.1 plasmid into primary myoblasts, we generated a retroviral vector, using standard cloning techniques. The mouse macroH2A1.1 was amplified from C2C12 cell cDNA and inserted into a retroviral pBabe.puro backbone. Infection was essentially performed as previously described [25]. Sequences of oligos used for cloning are given in Table A1 in Appendix A.

### 2.3. Antibodies and Immunofluorescence

Please find a description of all used antibodies in Table A2 in Appendix A. The macroH2A1.1 antibody has been generated in the laboratory of Prof. Kerstin Bystricky and is characterized in [26]

For immunofluorescence, 20,000 C2C12 cells were seeded in 6 well-plates and cover slips. On day 4 of differentiation, C2C12 cells were fixed in 4% paraformaldehyde for 10 min at room temperature. Cells were permeabilized for 10 min, using a solution of 0.1 M HCl and 0.5% Triton- × 100 in PBS, and washed three times with PBS containing 0.1% Tween 20 (PBST). Then, slides were pre-blocked with PBST containing 5% BSA, for 30 min, at room temperature, and incubated with a 1/50 to 1/100 dilution of specific primary antibody for 2 h, in PBST containing 5% BSA. After three washes with PBST, the slides were incubated for 1 h, at room temperature, with a 1/100 dilution of secondary goat anti-rabbit antibody conjugated to Alexa 488 (Thermo Fischer). After successive washes with PBST, slides were mounted with Vectashield^®^ Mounting Medium with DAPI.

### 2.4. Image Data Analysis

Images of the C2C12 immunofluorescence were obtained by using a Leica DMI6000B Advance Fluorescence microscope (Leica) microscope equipped with a 63 × /1.4 Plan-Apochromat oil immersion objective. Groups of 10 to 20 images were loaded and analyzed in Fiji, a distribution of ImageJ [27]. Myotubes were directly drawn as Regions of Interest (ROIs) on the selected image, using Fiji’s manual selection tools on the basis of eMHC staining. The images were then automatically analyzed by using a custom ImageJ script, with the aim of calculating the number of nuclei inside each myotube, the total number of nuclei in each image and measurements of each myotube. In short, after background removal with a rolling ball algorithm, the DAPI signal was automatically thresholded, and artifacts were removed with binary image functions and subject to the “analyze particles” function, to identify and count all nuclei in the image. Then, the centroid of each nucleus was extracted, and each region defined as eMHC positive myotubes was evaluated to count the number of nuclei it contains. The total number of nuclei was normalized to the total imaged surface. The differentiation index was calculated as the ratio of nuclei in eMHC-positive cells over the total nuclei. Nuclei distribution per myotube was analyzed by the distribution of nuclei in eMHC-positive cells that contain at least 2 nuclei. The myotube distribution shows different categories of myotubes containing the selected number of nuclei. Total nuclei number and differentiation index were statistically analyzed with Student’s *t*-test, and we used Wilcoxon test for fusion parameters that were not normally distributed.

### 2.5. Gene Expression Analysis

RNA was extracted by fusing the PureLinkTM RNA Mini Kit (Ambion, Life Technologies), including on-column PureLink DNase treatment. RNA concentration was checked by using Nanodrop (ThermoScientific). For RNA-seq, RNA was sent for library preparation to the Genomics Unit of the Centre for Genomic Regulation (CRG, Barcelona, Spain). RNA quality control showed the RNA integrity number (RIN) was between 9.9 and 10. RNA was amplified by using mRNAseq, which selects polyA. The sequencing was performed on single read (SR), with an average length of reads of 50 bp, on an Illumina HiSeq2500 sequencer. RNAseq analysis was performed by using a pipeline assembled in our laboratory. The quantification of the expression was performed by using Salmon software (version 0.13.1) [28] with the quasi-mapping mode on Mus_musculus GRCm38 assembly genome. The statistical analysis was performed by using DESeq2 package from Bioconductor. The raw quantification data obtained with Salmon was imported in DSEq2, using tximport package. Then, we performed three different contrasts, to evaluate the difference in the expression between wild type, si macroH2A1.1 and si macroH2A1.2. The results of this test were corrected, using Benjamini Hochberg procedure (False Discovery Rate). Finally, data of the different contrasts were selected, using an adjusted *p*-value equal or less of 0.05. Gene ontology analysis was performed based on the annotated mouse genome from org.Mm.eg.db (Bioconductor). Pathways analysis was obtained, using Paintomics3 [29]. For RT-qPCR, Complementary DNA (cDNA) was synthesized from 1 μg of RNA by using a first-strand cDNA synthesis kit (Fermentas). Semiquantitative cDNA levels were determined by real-time PCR. Relative expression of genes of interest was determined by normalizing the levels of corresponding cDNAs to the average of the two housekeeping genes Gapdh and Rpl7. All oligos were purchased from Invitrogen (sequences are given in Table A1).

### 2.6. Chromatin immunoprecipitation, Sequencing and Data Analysis

Chromatin immunoprecipitation was performed, essentially, as described elsewhere [30]. For each immunoprecipitation, 25 μg of chromatin and 1–3 μg of antibody were used. Final concentration was determined by QubitTM dsDNA HS Assay (Invitrogen). Precipitated DNA was analyzed by ChIP-qPCR, and the data were normalized on the diluted input (1/50). For ChIP-sequencing (ChIP-seq), 10 ng of enriched DNA was used for library generation and parallel sequencing on Illumina Genome Analyzer at the Genomics Unit of the CRG (Barcelona, Spain). After data cleaning and trimming, reads were aligned to the mouse genome (mm9), using Bowtie 2 version 2.0.6, with sensitive presetting option (-D 15 -R 2-L 22 -i S,1,1.15) [31]. Enriched genomic regions for multiple overlapping ((peaks) SICER software version 1.1) were used to identify enriched regions using the following settings: redundancy threshold = 2, window size = 600, fragment size = 250, effective genome fraction = 0.75, gap = 1200 and FDR = 0.05 [32]. 

Datasets: The here described RNA-seq and MacroH2A1.1 ChIP-seq data can be accessed at GEO through the accession number GSE148045. The ChIP-seq data of total macroH2A1 have been previously described [19] and are accessible through GSE78257. The ChIP-seq data of histone H3 K4me2 in myotubes were generated by others and are accessible through GSM918413. 

## 3. Results

### 3.1. Loss of Total MacroH2A1 Reduces the Capacity of Primary Myoblasts to Fuse

Mice lacking both isoforms of macroH2A1 are viable and fertile [22,33]. We took advantage of the availability of these mice to take a first look at a possible function of macroH2A1 in myogenic differentiation. For this, we isolated quadriceps from macroH2A1 knockout (KO) mice and sex-matched littermate controls and verified the loss of expression by immunoblotting (Figure 1A). Similar to the original studies describing the KO mice, we did not observe any compensation by macroH2A2. Previous quantification of the relative mRNA levels in myotubes indicated that macroH2A2 is expressed at a much lower level than macroH2A1 [19]. In order to investigate the physiological relevance of macroH2A1 in muscle maturation, we isolated primary myoblasts from macroH2A1 wild-type control and knockout (KO) mice and assessed their capacity to differentiate into myotubes ex vivo. As shown in a representative experiment in Figure 1B, although both WT and KO myoblast were able to differentiate and expressed the differentiation marker embryonic myosin heavy chain, the resulting myotubes displayed morphological differences. The lack of large myotubes in macroH2A1 KO conditions was particularly obvious. As cell fusion is a direct function of cell density, we first verified that the number of nuclei was in a similar range in both conditions (Figure 1C). Next, we assessed commitment to differentiation by counting the number of nuclei in in mono or poly nucleated cells expressing embryonic myosin heavy chain (eMHC) as marker of differentiation. We found that the commitment to differentiation was conserved and not affected in KO cells. However, when counting the number of nuclei in poly-nucleated cells, we found that fusion events were strongly reduced in the absence of macroH2A1. A more detailed analysis of the size distribution of the myotubes in all experiments, together, indicated a reduction of the median number of nuclei per myotube. In particular, fewer macroH2A1 KO myotubes with a range of 4–16 nuclei were found, while the number of myotubes with three or two nuclei and cells with a single nucleus were increased (Figure 1D). Re-expression of exogenous macroH2A1.1 in macroH2A1 KO myoblasts led to a visible increase in the formation of larger myotubes (Figure 1E). Taken together, these results indicate that macroH2A1 promotes the fusion of myoblasts to myotubes.

### 3.2. MacroH2A1 Isoforms Have an Opposing Effect on Cell Fusion—MacroH2A1.1 Promotes and MacroH2A1.2 Reduces It

In order to investigate the relative contributions of the macroH2A1.1 and macroH2A1.2 splice isoforms to fusion, we decided to switch to immortal C2C12 cells that recapitulate the myogenic differentiation process in a robust manner. As the time-point of analysis, we chose four days after induction of differentiation, when both isoforms reached a comparable level of protein expression in our hands [19]. We used previously validated siRNAs to interfere with the expression of two isoforms and confirmed the specificity of the interference by immunoblotting (Figure 2A). We have previously shown that, under these conditions, the upregulation of the early differentiation markers *MyoD1* and *Myogenin* is not affected [19]. We observed that the individual knockdowns of both macroH2A1.1 and macroH2A1.2 affected the morphology of myotubes, but in a clearly distinct manner (Figure 2B). Staining for eMHC revealed the absence of extended myotubes in macroH2A1.1 knockdown cells. In contrast, myotubes lacking macroH2A1.2 showed the opposite trend. MacroH2A1.2-deficient myotubes were well organized and in parallel orientation, while macroH2A1.1-deficient myotubes were less organized and more randomly oriented compared to the control. Total nuclei numbers were not affected by either RNA interference; however, knockdown of macroH2A1.2 specifically caused an increase in the percentage of differentiated MHC-expressing cells (Figure 2C). This was also reflected in an increase of total eMHC protein levels detected by immunoblotting (Figure 2A). Counting the number of nuclei per poly-nucleated myotube indicated that overall fusion was decreased in cells knocked-down for macroH2A1.1 and increased in cells knocked-down for macroH2A1.2 (Figure 2D). A more detailed analysis showed that the fraction of smaller myotubes with 2–14 nuclei was increased in macroH2A1.1-depleted conditions, while macroH2A1.2 depletion led to a higher abundance of poly-nucleated myotubes with 15–49 nuclei (Figure 2E). In addition, macroH2A1.2-depleted myoblasts formed particularly large myotubes, with more than 50 nuclei, that were virtually absent under control or macroH2A1.1-depleted conditions. These results suggest that the macroH2A1 splice isoforms affect fusion in an opposite manner. Loss of macroH2A1.1 prevented the formation of myotubes resembling the phenotype of total macroH2A1 knockout (Figure 1), while knockdown of macroH2A1.2 had the opposite effect.

### 3.3. The Opposing Function of MacroH2A1 Isoforms Correlates with the Differential Regulation of a Subset of Genes Related to Extracellular Matrix and Adhesion 

We wondered whether the opposing impact on cell fusion might be caused by changes in gene expression. Therefore, we collected cells after four days of differentiation and sequenced the mRNA. 

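C2C12 cells, a mouse myoblast line that fuses into myotubes in culture, were collected at day 4 of differentiation, with 3 replicates each of si Ctrl, si mH2A1.1 and si mH2A1.2, and the siRNA was used at 10 nM. Figure 3A names the controls si Ctrl, while the sample labels and the paper's methods on sequencing call them wild type. The authors sequenced mRNA as single reads of 50 bp and estimated the reads of each gene with Salmon. The deposited counts are these estimates as whole numbers, without normalization, for 52780 genes, of which 37475 had a count in at least 1 of the 9 samples. A second deposited table holds the same counts divided by 1 size factor per sample, between 0.950 and 1.13. These factors equal the ones that DESeq2 computes from the counts. The total per sample was between 36924252 and 42223108 counts, with a median of 37441294 for si Ctrl, 40350608 for si mH2A1.1 and 38138353 for si mH2A1.2. The 10 genes with the most counts held 6.52% to 9.19% of the counts of a sample, and mitochondrial genes held 3.94% to 5.30%. In the si Ctrl samples, 3 counts corresponded on average to 0.0786 CPM, a count scaled to library size, the lowest level that this depth can show from counting error alone. Genes were tested with edgeR's quasi-likelihood test in 1 model of the 9 samples, with TMM normalization and p-values adjusted by the Benjamini-Hochberg method. The edgeR filter on low counts left 19545 genes. A gene was counted as differentially expressed at an adjusted p below 0.01 and an absolute log2 fold change of at least 0.8, the cutoffs in the legend of Figure 3A. The samples carry replicate numbers, so each test was also run with the replicate number as a block in the model. Across genes, which are not independent replicates, the deviations of the log2 CPM from the group mean correlated between samples of the same number with a mean r of 0.09 for si mH2A1.1 and si Ctrl and 0.27 for si mH2A1.2 and si Ctrl. Between samples of different numbers, the mean r was -0.05 and -0.14. Deviations sum to 0 within a group, so these values follow from those of the same number and add no evidence. Neither the sample labels nor the paper's text names a sequencing batch.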

The comparison of macroH2A1 isoform-deficient cells with control cells indicated significant transcriptional changes for the knockdown of both isoforms (Figure 3A). 

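The counts do not separate the macroH2A1 isoforms, since the reads of both are summed for H2afy. Its level was 59.9 ± 3.18 CPM (SD, n = 3) with si Ctrl, 33.3 ± 4.87 CPM with si mH2A1.1 and 45.7 ± 2.20 CPM with si mH2A1.2, and every knockdown sample was below every control sample. The log2 fold change of H2afy was -0.85 with si mH2A1.1 (standard error 0.11, adjusted p = 0.00331 from edgeR) and -0.39 with si mH2A1.2 (standard error 0.11, adjusted p = 0.108). With the replicate block, the adjusted p was 0.0024 and 0.0782. With 3 samples against 3, a 2-sided exact permutation test cannot give a p below 0.1, so single genes were judged by the model across all genes. In a principal component analysis of the log2 CPM of all tested genes, the first component held 45.6% of the variance. The si mH2A1.1 samples lay between 38.4 and 82.5 on it, and the other 6 samples lay between -48.4 and -6.38. The second component held 13.6% of the variance, with the si Ctrl samples between 19.4 and 32.5 and the si mH2A1.2 samples between -53.5 and -6.33. At an unadjusted p under 0.05, 5789 genes differed with si mH2A1.1 and 3109 with si mH2A1.2.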

Using an arbitrary cutoff for a log2 fold-change of at least 0.8 corresponding to a fold-change of 1.74 on a linear scale, 995 genes were differentially expressed in macroH2A1.1-depleted cells, and 372 in cells lacking macroH2A1.2. 

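With si mH2A1.1, 352 genes were differentially expressed in the edgeR test, 256 upregulated and 96 downregulated. With si mH2A1.2, 35 genes were differentially expressed, 25 upregulated and 10 downregulated. These counts depended strongly on the test. With DESeq2 on all genes with a count, 992 genes passed the same cutoffs with si mH2A1.1 and 370 with si mH2A1.2, and they included each of the 352 and 35 genes, in the same direction. With the replicate block in edgeR, the counts were 795 and 116, which shared 351 and 35 genes with the fit without it. Leaving out 1 sample at a time gave between 30 and 546 genes for si mH2A1.1 and between 0 and 24 for si mH2A1.2. Among the differentially expressed genes of at least 1 CPM on average that changed the same way in all 3 replicate pairs, the largest falls with si mH2A1.1 were those of Col8a2, with a log2 fold change of -4.30 (standard error 0.76, adjusted p = 0.00916 from edgeR, and 0.0117 with the replicate block, which did not pass), Col11a1 (-3.51) and Cacna1g (-3.48). The largest rises were those of the interferon-induced genes Oas1g, at least 69.2-fold higher, Oas2, with a log2 fold change of 9.05, and Oas1a, at least 235-fold higher. With si mH2A1.2, Trabd2b (3.31) and Lrrc32 (3.11) followed Fmod among the rises of these genes, and the largest falls were those of Pvalb (-2.89), Ptgds (-2.39) and Tm6sf1 (-2.08).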

In both cases, the majority of these differentially expressed genes were upregulated, 64% and 62% for si macroH2A1.1 and si macroH2A1.2, respectively. 

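The share of upregulated genes among the differentially expressed genes was 72.7% for si mH2A1.1, with a 95% Wilson confidence interval from 67.8% to 77.1%. For si mH2A1.2 it was 71.4%, with an interval from 54.9% to 83.7%. Genes are not independent of each other, so these intervals cover counting error only. With DESeq2 the shares were 63.7% and 61.6%, and with the replicate block they were 61.5% and 62.9%.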

To gain a better understanding of the biological functions of these differentially expressed genes, we separately analyzed enriched gene ontology terms in both upregulated and downregulated genes. Since the depletion of the two isoforms had opposing fusion phenotypes (Figure 2), we paid particular attention to gene ontology terms that would be enriched in sets of differentially regulated genes. 

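Gene sets of the Reactome database were tested in place of gene ontology terms, against the 4988 tested genes that belong to any Reactome pathway and over 845 pathways of 10 to 500 genes. Of the genes downregulated with si mH2A1.1, 37 were in this background, and 12 of them belong to the pathway Extracellular matrix organization, where 1.46 would be drawn at random (8.21-fold, adjusted p = 5.02e-06, one-sided Fisher's exact test). Integrin cell surface interactions held 8 of these genes (17.1-fold, adjusted p = 5.02e-06) and Collagen formation held 6 (13.5-fold, adjusted p = 0.000691). Of the genes upregulated with si mH2A1.2, only 10 were in the background. Among them, 2 belong to Extracellular matrix organization (unadjusted p = 0.0567, adjusted p = 1.0, same test), and 0 pathways passed an adjusted p of 0.05, with 10 at an unadjusted p under 0.05. No pathway was therefore shared by both lists, at an adjusted or an unadjusted p under 0.05. The lists that DESeq2 gave were longer. From these, 26 of 117 downregulated genes with si mH2A1.1 (adjusted p = 1.63e-10) and 17 of 85 upregulated genes with si mH2A1.2 (adjusted p = 1.66e-05) belong to Extracellular matrix organization, and 4 pathways were shared. They were Extracellular matrix organization, Degradation of the extracellular matrix, Integrin cell surface interactions, and Assembly of collagen fibrils and other multimeric structures. With the replicate block, 21 of 111 genes (adjusted p = 1.02e-06) and 5 of 30 genes (adjusted p = 0.875) belong to Extracellular matrix organization.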

We noted that a number of enriched gene ontology terms for biological processes were shared among genes downregulated by si macroH2A1.1 and those upregulated by si macroH2A1.2 (Figure 3B). These included terms relating to migration, adhesion and extracellular matrix organization. 

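A test over all genes of a pathway needs no list of differentially expressed genes. By limma's camera test, chosen for these pathways after the lists had been seen, the 197 genes of Extracellular matrix organization shifted down with si mH2A1.1 (mean log2 fold change -0.15, 77 genes higher, adjusted p = 0.00135). They shifted up with si mH2A1.2 (mean 0.26, 137 genes higher, adjusted p = 6.79e-10). With the replicate block, the adjusted p was 0.00357 and 4.02e-10. The 63 genes of Integrin cell surface interactions had a mean of -0.44 with si mH2A1.1 (adjusted p = 1.23e-06) and of 0.33 with si mH2A1.2 (adjusted p = 1.05e-05), and the block gave 3.62e-06 and 1.64e-05. For the 60 genes of Collagen formation, the means were -0.32 (adjusted p = 9.14e-05) and 0.42 (adjusted p = 4.02e-09), and 0.000833 and 5.01e-09 with the block. Each of the 3 pathways was lower than si Ctrl in all 3 replicate pairs with si mH2A1.1 and higher in all 3 with si mH2A1.2.

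**Figure D2:**
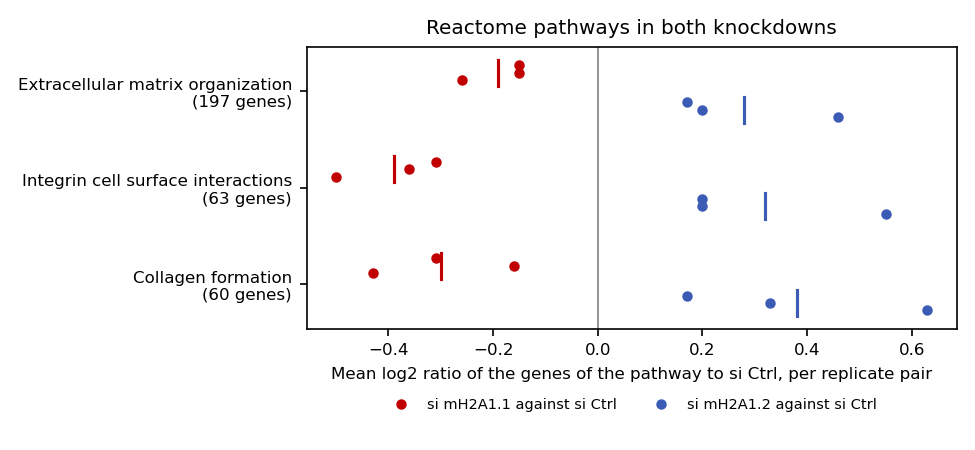
Mean log2 ratio to si Ctrl of the genes of 3 Reactome pathways, with 0.5 CPM added before the logarithm. Points are the 3 replicate pairs and lines their means. For Extracellular matrix organization the pairs lie between -0.26 and -0.15 with si mH2A1.1 (red) and between 0.17 and 0.46 with si mH2A1.2 (blue).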

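Of the genes upregulated with si mH2A1.1, 99 were in the Reactome background, and 9 pathways passed an adjusted p of 0.05. Interferon Signaling came first, with 20 genes where 2.00 would be drawn at random (9.98-fold, adjusted p = 1.94e-12, one-sided Fisher's exact test), and Glutathione conjugation held 7 (13.6-fold, adjusted p = 0.0001). Of the genes downregulated with si mH2A1.2, 4 were in the background, and 0 pathways passed, with 16 at an unadjusted p under 0.05. The lists had 0 pathways in common, and 0 also at an unadjusted p under 0.05. The DESeq2 lists of 220 and 50 genes likewise had 0 in common at either cutoff.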

The reverse comparison, genes upregulated by si macroH2A1.1 and genes downregulated by si macroH2A1.2, did not yield any shared gene ontology term. 

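In the edgeR test, 3 genes were differentially expressed in both knockdowns, where 0.63 would be shared by lists of these lengths drawn at random (p = 0.0248, 2-sided Fisher's exact test). At an unadjusted p under 0.05, 1260 genes changed in both. With DESeq2, 97 genes were shared where 9.79 would be shared at random (p = 1.66e-67, same exact test), and with the block in edgeR, 27 where 4.72 would be (p = 1.11e-13). Both knockdowns were compared with the same si Ctrl samples, so an error in a control sample moves both fold changes the same way, and the test treats them as independent.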

Direct comparison of differentially expressed in both knockdowns showed an overlap of 98 genes (Figure 3C). The largest group of these genes (46 of 98) was downregulated in macroH2A1.1-deficient cells and upregulated in macroH2A1.2-depleted cells (Figure 3D). 

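Of the 3 shared genes in the edgeR test, Pvalb and Myf6 were upregulated with si mH2A1.1 and downregulated with si mH2A1.2, and Lss was downregulated in both. Myf6 and Lss are named because the count is small, after their values were seen. None was downregulated with si mH2A1.1 and upregulated with si mH2A1.2, a count of 0 that rose to 310 genes at an unadjusted p under 0.05 in both. The other directions held 280 genes (upregulated with si mH2A1.1, downregulated with si mH2A1.2), 368 (upregulated in both) and 302 (downregulated in both) at this cutoff. With DESeq2, 45 of the shared genes were downregulated with si mH2A1.1 and upregulated with si mH2A1.2, 18 showed the reverse, 16 were upregulated in both and 18 were downregulated in both. All 45 genes had the same directions in edgeR. There, 44 had an adjusted p under 0.05 with si mH2A1.1, 36 with si mH2A1.2 and 35 with both, and all 45 had an adjusted p under 0.01 between the knockdowns. In edgeR, the model with the replicate block placed 14 genes in this group and 7 in the reverse one. In DESeq2 the block, chosen after the values were seen, placed 77 and 37.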

Many of these were related to the identified gene ontologies of adhesion, migration and extracellular matrix. We selected five genes and validated their differential expression by RT-qPCR during the course of differentiation (Figure 3E). The chosen genes encoded the ECM-proteins fibronectin, fibromodulin and collagen 1a1 (*Fn1, Fmod* and *Col1a1*, respectively), and the surface proteins integrin alpha 11 and the transmembrane protein 171 (*Itga11* and *Tmem171*, respectively). We were able to confirm the regulation of these genes in an opposing manner by the knockdown of macroH2A1.1 and macroH2A1.2 (Figure 3E). The differential regulation was most pronounced at four days of the differentiation process coinciding with the time-point we observed the fusion phenotype. Taken together our transcriptional analysis suggests that macroH2A1.1 and macroH2A1.2 exert their opposing influence on cell fusion through gene regulation. Our knockdown experiments suggest that macroH2A1.1 promotes, while macroH2A1.2 inhibits, the expression of a number of genes encoding proteins related to adhesion, migration and the organization of extracellular matrix. These genes are likely candidates to mediate the fusion phenotype observed in myotubes lacking specific macroH2A1 isoforms. 

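The RNA sequencing values of the selected genes, each tested in edgeR, were as follows. Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) was at 9090 ± 1270 CPM (SD, n = 3) with si Ctrl, 4360 ± 1660 with si mH2A1.1 and 16900 ± 2390 with si mH2A1.2. Its log2 fold change was -1.06 with si mH2A1.1 (standard error 0.27, adjusted p = 0.0333) and 0.90 with si mH2A1.2 (standard error 0.27, adjusted p = 0.124). Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was at 2950 ± 726, 566 ± 288 and 7830 ± 1480 CPM in the same order. Its log2 fold change was -2.38 (standard error 0.37, adjusted p = 0.00558) and 1.41 (standard error 0.36, adjusted p = 0.0762). Fmod (ENSMUSG00000041559, chromosome 1, 134037254 to 134048277) was at 3.19 ± 2.28, 0.147 ± 0.0766 and 89.5 ± 65.5 CPM, from 3 to 9 counts per sample with si mH2A1.1. Itga11 (ENSMUSG00000032243, chromosome 9, 62677826 to 62783982) was at 12.8 ± 5.27, 1.44 ± 0.803 and 47.1 ± 7.18 CPM. Its log2 fold change was -3.15 (standard error 0.43, adjusted p = 0.00383) and 1.88 (standard error 0.38, adjusted p = 0.0347). Tmem171 (ENSMUSG00000052485, chromosome 13, 98686235 to 98694834) was at 3.62 ± 1.12, 0.963 ± 0.0888 and 9.00 ± 0.942 CPM. Its log2 fold change was -1.91 (standard error 0.25, adjusted p = 0.00331) and 1.31 (standard error 0.23, adjusted p = 0.0221). For each of these genes, all 3 samples of either knockdown lay outside the range of the si Ctrl samples, on opposite sides. With the replicate block, the adjusted p with si mH2A1.1 and with si mH2A1.2 was 0.0154 and 0.0649 for Fn1, 0.00345 and 0.0426 for Col1a1, 0.00161 and 0.012 for Itga11, and 0.00208 and 0.0121 for Tmem171. With DESeq2, all 5 genes passed an adjusted p of 0.01 in both knockdowns, the highest being 0.00962 for Fn1 with si mH2A1.2. The 3′ UTR of Fn1 holds 1 seed site of the siRNA macroH2A1.1#1, and that of Itga11 holds 1 of each macroH2A1.1 siRNA and 1 of macroH2A1.2#1. From the opposing changes after the knockdowns, the paper proposes that macroH2A1.1 promotes and macroH2A1.2 inhibits the expression of genes for adhesion, migration and the extracellular matrix, and that both isoforms act on fusion through gene regulation.

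**Figure D3:**
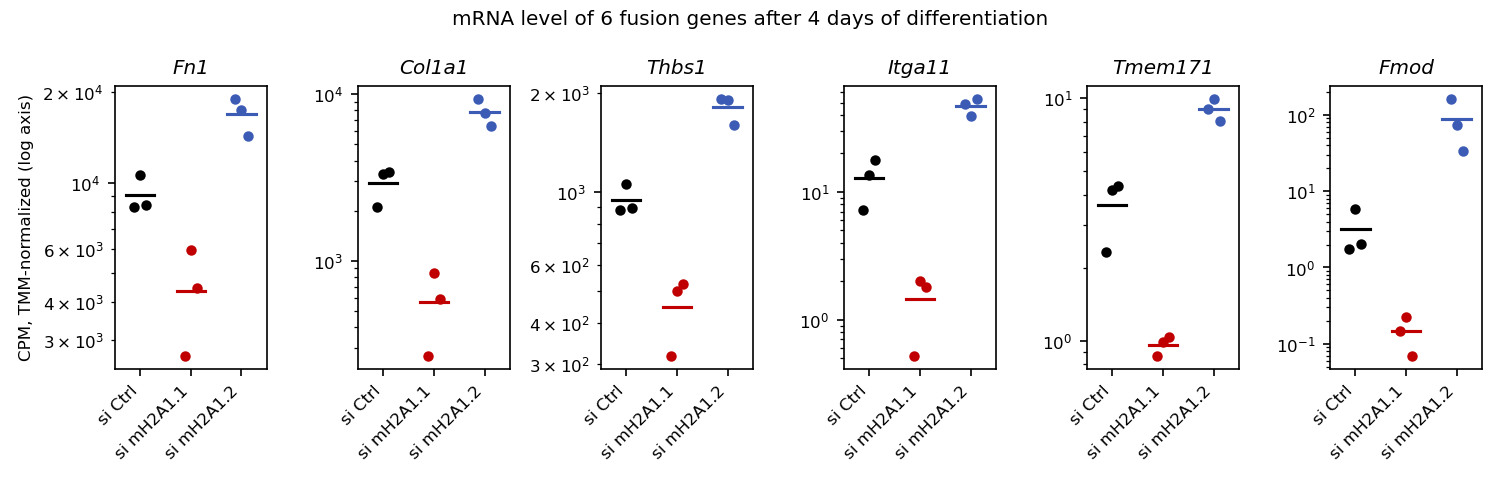
CPM with TMM normalization (log axis, a separate scale for each gene) of Fn1, Col1a1, Itga11, Tmem171, Fmod and Thbs1, a further extracellular matrix gene. Points are the 3 replicates of each condition and lines their means. For each gene all si mH2A1.1 points lie below and all si mH2A1.2 points above the si Ctrl points.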

For simplicity, we herein refer to the group of these genes as fusion genes.

### 3.4. Knockdown of PARP1 Has Little Impact on Fusion and Expression of Related Genes

In our previous study, we reported that macroH2A1.1 impacts NAD+ metabolism by inhibiting PARP1 [19]. Others have reported that PARP1 and macroH2A1 can cooperate in transcriptional regulation [17,18]. Hence, we decided to test whether inhibiting PARP1 would impact myotube fusion. Using previously validated siRNAs against PARP1, we performed experiments in analogous with those shown in Figure 2 and analyzed myotubes after four days of differentiation. Efficient suppression of PARP1 expression was confirmed by immunoblotting (Figure 4A). Staining of myotubes with an antibody for the eMHC marker indicated that both control and PARP1-deficient cells were able to form polynucleated myotubes, without major morphologic differences between both conditions (Figure 4B). In contrast to the knockdown of macroH2A1 isoforms, we did not observe any significant difference between control and PARP1 knockdown when analyzing the distribution of myotubes according to the range of their number of nuclei (Figure 4C). Furthermore, knockdown of PARP1 did not have a major influence on the expression of adhesion and migration genes that were differentially and opposingly regulated by the macroH2A1 isoforms. These results suggest that PARP1 is not a major regulator of fusion and thus lend support to the hypothesis that the impact of macroH2A1 splice isoforms might be independent of PARP1.

### 3.5. MacroH2A1.1 Becomes Enriched on Fusion-Relevant Genes During Differentiation

In order to get a better idea about the genomic distribution of macroH2A1.1, we performed a chromatin immunoprecipitation (ChIP), using an isoform-specific antibody for macroH2A1.1. Sequencing of the precipitated DNA and mapping the reads allowed us to extract information on the genomic distribution of macroH2A1.1 in myotubes. As frequently observed with macroH2A ChIP-seqs [5,6,34,35], the signal-to-noise ratio along the genome was low, suggesting widespread distribution and low focal enrichment. By averaging mapped reads on genes divided in three categories according to their expression, we observed reduced macroH2A1.1 occupancy on the bodies of genes with increasing transcriptional activity (Figure 5A). In this respect, macroH2A1.1 follows the patterns described by others for macroH2A2 and total macroH2A1 [34,36]. It is interesting to note that macroH2A1.1 was enriched before the transcription start site (Figure 5A). We turned back to the list of 46 genes that were regulated in opposing directions by the knockdown of the individual macroH2A1 isoforms and performed a pathway analysis, using the Paintomics3 tool. This highlighted the involvement of many of these genes in interactions of cell surface receptors with proteins of the extracellular matrix and interactions relevant for focal adhesions (Figure 5B). 

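In the edgeR test without the replicate block, no gene was differentially expressed in these opposing directions. With the block edgeR gave 14 such genes, and without the filter on low counts 33. The pathways were tested on the 45 genes that DESeq2 gave. Of these genes, 22 were among the 6290 genes of the Reactome background for DESeq2. Extracellular matrix organization held 10 of them (11.7-fold over random draws, adjusted p = 2.59e-06, one-sided Fisher's exact test), Integrin cell surface interactions held 5 (18.1-fold, adjusted p = 0.00192) and Syndecan interactions held 4 (45.7-fold, adjusted p = 0.000635). Non-integrin membrane-ECM interactions (4 genes), Degradation of the extracellular matrix (5 genes) and ECM proteoglycans (4 genes) also passed an adjusted p of 0.05.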

In the context of surface receptors, the presence of several genes encoding integrin subunits was particularly striking. 

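Of the integrin subunit genes, 24 were tested, and 9 of these (37.5%) were lower with si mH2A1.1 and higher with si mH2A1.2, by the sign of the log2 fold change alone. Among all tested genes the share was 23.6%. The number was also 9 with DESeq2's size factors in place of TMM. Itga11 was the 1 integrin subunit gene that DESeq2 called in these opposing directions. Itga10 was differentially expressed with si mH2A1.1 in edgeR (log2 fold change -2.66, adjusted p = 0.00421). Its log2 fold change with si mH2A1.2 was 0.89 (adjusted p = 0.238, and 0.013 with the replicate block). Itgb5, named after its values were seen, changed by -0.57 (adjusted p = 0.0268) and 0.72 (adjusted p = 0.028). With DESeq2 its adjusted p was 0.00248 and 0.00016, so only the fold change cutoff kept Itgb5 out of the opposing group. With si mH2A1.2, 0 integrin subunit genes were differentially expressed in edgeR. With DESeq2, Itga11 (1.88, adjusted p = 0.00914) and Itgb4 (1.88, adjusted p = 1.55e-06) were. Itgb4 changed little with si mH2A1.1 (-0.13, adjusted p = 0.845 from DESeq2).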

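Thbs1 (ENSMUSG00000040152) lies on chromosome 2 from 118111876 to 118127133. Its level was 945 ± 99.5 CPM (SD, n = 3) with si Ctrl, 448 ± 114 CPM with si mH2A1.1 and 1810 ± 177 CPM with si mH2A1.2. The log2 fold change was -1.08 with si mH2A1.1 (standard error 0.19, adjusted p = 0.00876 from edgeR, 0.00511 with the replicate block). With si mH2A1.2 it was 0.93 (standard error 0.19, adjusted p = 0.0347, 0.0209 with the block), which did not pass the cutoff on the adjusted p. DESeq2 gave an adjusted p of 8.33e-05 for the latter. Its 3′ UTR holds 1 seed site of the siRNA macroH2A1.2#1.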

Encoded proteins of the extracellular matrix were fibronectin-1 (*Fn1*), Thrombospondin 1 (*Thbs1*) and collagen type I alpha 1 chain (*Col1a1*). This pathway analysis correlates with the enrichment of terms relating to extracellular matrix organization and adhesion (Figure 3B). The enrichment profile of macroH2A1.1 on these genes was similar to total macroH2A1 in differentiated myotubes and proliferating myoblasts (Figure 5C). Strikingly, RNA sequencing read-count revealed that *Fn1*, *Thbs1* and *Col1a1* were among the ten most expressed genes in C2C12 myotubes. 

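Genes were ranked by their mean share of the counts in the si Ctrl samples. Fn1 was at rank 2, with 9020 ± 1350 CPM (SD, n = 3, without TMM), Col1a1 at rank 21, with 2910 ± 678 CPM, and Thbs1 at rank 102, with 938 ± 109 CPM. In single si Ctrl samples, the ranks were 2 to 5 for Fn1, 17 to 36 for Col1a1 and 88 to 114 for Thbs1. The 10 genes with the most counts were mt-Co1, Fn1, Ttn, Col3a1, H19, Eef1a1, Myh3, mt-Cytb, mt-Co2 and Gm29216. With si mH2A1.2, Fn1 was at rank 1, Col1a1 at rank 4 and Thbs1 at rank 47. Dividing the counts by gene length moved the ranks in si Ctrl most, to 48, 103 and 306.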

We validated regions of the genes *Fn1* and *Col1a1* and the adhesion-related gene *Itga11* by quantitative PCR of three independent ChIPs (amplicons for *Fn1* and *Col1a1* are indicated Figure 5C). In all cases, macroH2A1.1 levels were increased after four days of differentiation, although the relative levels between loci varied (Figure 5D). Three loci around the *Col1a1* gene showed a clear enrichment for macroH2A1.1, and this signal was lost in macroH2A1.1-depleted cells, but not in macroH2A1.2-depleted cells (Figure 5E).

Taken together, our results suggest that macroH2A1.1 and macroH2A1.2 mediate opposing phenotypes during muscle cell differentiation, by regulating a subset of genes in the opposing direction. The large majority of these genes are downregulated in macroH2A1.1-depleted cells and upregulated in macroH2A1.2-depleted cells. The presence of macroH2A1.1 on or in the proximal vicinity of these genes is suggestive of a direct mechanism favoring gene expression, but most likely independent of PARP1. These genes are related to adhesion, interactions of extracellular matrix proteins with cell surface receptors and migration, and they are likely candidates to explain the influence of macroH2A on cell fusion, which is a key step in myogenesis.

## 4. Discussion

### 4.1. How Can Splice Isoforms of Histone Variant MacroH2A1 Affect Gene Transcription?

The initial observation that macroH2A1 is enriched on the inactive X chromosome suggested a role in gene repression [37]. While the large majority of subsequent studies have confirmed the association of macroH2A with repressed chromatin regions, a few studies reported an involvement in gene activation (discussed in [38]). The common denominator of this second set of studies was that they were looking at gene activation in response to different signals or during dynamic processes, such as the differentiation of stem cells [5,18,35,39]. Here, we report that both the individual knockdown of macroH2A1.1 and macroH2A1.2 deregulate genes during myogenic differentiation. Two-thirds of all deregulated genes in cells deficient for one or the other macroH2A1 splice isoform were upregulated, and this is in line with a suggested primary function in repression. However, the fact that one-third of genes were downregulated indicated a more complex role of macroH2A1 in transcriptional regulation. 

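Of the 384 genes that were differentially expressed in either knockdown in edgeR, 381 (99.2%) were so in 1 knockdown only. With DESeq2 the numbers were 1168 of 1265 genes (92.3%), and with the replicate block 857 of 884 (96.9%).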

The large majority of deregulated genes in the two datasets were non-overlapping. The limited overlap between the genes deregulated by the different macroH2A1 isoforms might be caused by differences in their genomic distribution or expression dynamics. Concerning the latter, we have previously shown that macroH2A1.2 is highly expressed in myoblasts and its expression is progressively reduced during myogenic differentiation, while macroH2A1.1 only becomes expressed after cells commit to differentiation [19]. We still lack a good picture of how the two isoforms compare in their genomic distribution. Biochemical evidence suggests that the two macroH2A1 isoforms associate with distinct types of chromatin, in particular macroH2A1.2 with Polycomb-repressed chromatin [17].

Here, we report that opposing phenotypes caused by the separate knockdown of the macroH2A1 isoforms correlate with the deregulation of a subset of genes. As a consequence, we have decided to focus our study on the analysis of these genes and refer to them as fusion genes. The expression of fusion genes was downregulated by the knockdown of macroH2A1.1 and upregulated by the knockdown of macroH2A1.2. This suggests that macroH2A1.1 contributes to the transcription of fusion genes, while macroH2A1.2 would do the opposite. This function might be mediated by direct and indirect mechanisms. A possible explanation for such behavior in a direct mechanism is that macroH2A1.1 would be able to recruit a transcription-promoting factor through its macrodomain’s unique binding pocket and that macroH2A1.2 would be competing with macroH2A1.1 on relevant loci. Indeed, macroH2A1.1 and macroH2A1.2 share the same histone fold domain that contains the docking domain relevant for chromatin incorporation [40]. We were able to detect macroH2A1.1 enrichment on fusion genes (Figure 5), and these levels increased during differentiation, in correlation with the overall increase in macroH2A1.1 expression [19]. Unfortunately, we were unable to test the competition hypothesis, since, in our hands, all tested antibodies failed to specifically detect macroH2A1.2 in chromatin immunoprecipitation (Bystricky and Buschbeck labs), even though we have included antibodies that have been used in previous studies [13]. Several studies have linked the role of macroH2A1.1 in gene regulation to its ability to co-operate with PARP1 [17,18]. On the molecular level, this is thought to happen through the binding of the ADP ribose moiety of auto-ADP-ribosylated PARP1 by the macrodomain of macroH2A1.1 and the PARP1 activity-dependent recruitment of the acetyltransferase CBP to macroH2A1.1-containing loci [17]. Furthermore, we previously reported that macroH2A1.1 can also act as endogenous inhibitor of PARP1 and impact global cellular NAD+ metabolism, in particular when macroH2A1.1 levels are high and exceed the levels of PARP1 [19]. Although very different in nature, PARP1 could mediate macroH2A1.1-dependent gene regulation in both cases. However, we found that, in contrast to macroH2A1 isoforms, interference with PARP1 does not affect the fusion capacity of cells and the expression of genes. Thus, the observed impact on gene regulation cannot only be attributed to an interaction of macroH2A1.1 with PARP1 and a potential competition by macroH2A1.2. An alternative explanation for a direct mechanism would be the recruitment of other transcription-promoting factors by macroH2A1.1. Indeed, the binding mode of macroH2A1.1 with ADP ribose is compatible with the binding of any ADP-ribosylated effector protein if sufficiently abundant [16].

Hypotheses on indirect mechanisms are more difficult to formulate and even more difficult to test in experiments. From our previous studies, we know that macroH2A proteins have a major impact on nuclear organization and three-dimensional chromatin architecture, particularly on heterochromatin [14]. Heterochromatin organization contributes to cell differentiation through channeling gene-expression programs [41]. Although we were able to map the function of macroH2A1 in heterochromatin architecture to the shared linker region [42], we cannot entirely rule out that the two splice isoforms might differentially modulate chromatin architecture in a way that could favor or disfavor the expression of fusion genes. This could be mediated by the isoform-specific recruitment of effector proteins. In this regard, it is interesting to point out that macroH2A1.2 has been suggested to bind the Polycomb protein Ezh2 in a manner that could be isoform-specific [43]. For macroH2A1.1, we have already above discussed its capacity to bind ADP-ribosylated proteins. Taken together, indirect and direct mechanisms could explain the differential and opposing influence of macroH2A1 splice isoforms on differentiation. Currently, we favor a hypothesis on a direct mechanism and will test if macroH2A1.1 can affect gene transcription through the ADP-ribose dependent recruitment of transcriptional regulators other than PARP1.

### 4.2. The Relevance of Identified Genes for Cell Fusion?

Previous studies aiming to dissect the specific cellular functions of the two splice variants of macroH2A1 were conducted in the pathophysiological context of cancer [24,44,45]. We now provide differential analysis of the two splice isoforms in the physiological context of muscle biology. We find that individual knockdowns of macroH2A1.1 and macroH2A1.2 caused opposing phenotypes during myogenic differentiation. Knockdown of macroH2A1.2 increased myogenic cell fusion, while macroH2A1.1 reduced it (Figure 2). Our observation contrasts with a previous study reporting that knockdown of macroH2A1.2 rendered myoblast unable to differentiate [13]. A major difference in this study was the time-point of the knockdown that was performed before induction of differentiation, while in the current study, we had opted for an interference approach achieving maximal perturbation at four days of differentiation. The regulation of fusion-related genes we observed in our study is incompatible with the previously described transcription-promoting mechanism for macroH2A1.2 that involved the recruitment of the transcription factor Pbx1 to regulatory elements [13]. It is worth noting that the knockdown of macroH2A1.1 in differentiated cells led to a two-to-three-fold higher number of deregulated genes than the knockdown of macroH2A1.2, suggesting a more prominent role for macroH2A1.1 in transcriptional regulation.

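The number of differentially expressed genes with si mH2A1.1 was 10.1 times that with si mH2A1.2 in edgeR. The ratio was 2.68 with DESeq2, 6.85 with the replicate block 2.27 at an unadjusted p below 0.01, 11.2 without a fold change cutoff and 52.0 with only the samples of the contrast. Leaving out 1 sample at a time gave ratios from 3.33 to 379 in the 6 fits with any gene for si mH2A1.2.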

Several of the genes identified in Figure 3D to be opposingly regulated by both macroH2A1 isoforms are known to have key roles in myogenic cell fusion. This includes the fibromodulin-encoding *Fmod* and gene *Col1a1* that encodes a collagen subtype. *Fmod* is a positive regulator of *Col1a1*, and its loss reduces fusion of C2C12 cells [46]. 

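The log2 fold change of Fmod was -4.43 with si mH2A1.1 (standard error 0.91, adjusted p = 0.0169 from edgeR) and 4.81 with si mH2A1.2 (standard error 0.62, adjusted p = 0.00832). The replicate block gave -4.48 (adjusted p = 0.007) and 4.68 (adjusted p = 0.00541), and with DESeq2 it was -4.45 and 4.80. DESeq2's normal prior, which draws uncertain fold changes toward 0, moved the values most, to -0.62 (adjusted p = 0.246) and 2.55 (adjusted p = 6.32e-10), so that the fall passed neither cutoff. Leaving out 1 sample at a time gave values from -4.85 to -3.67 and from 4.06 to 5.57. Among the genes upregulated with si mH2A1.2 in edgeR, Fmod had the largest rise. Among all tested genes its log2 fold change was the 9th lowest with si mH2A1.1 and the 8th highest with si mH2A1.2. In the DESeq2 lists, Fmod was 4th among the downregulated genes of si mH2A1.1 and 2nd among the upregulated genes of si mH2A1.2.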

Interestingly, in our hands, *Fmod* was the most downregulated gene in cells treated with si macroH2A1.1 (log2 fold change of -4.45) and at the same time the most upregulated in cells treated with si macroH2A1.2 (log2 fold-changes of 4.80). Similarly, knockdown of the cell adhesion receptor-encoding gene *Itga11* inhibits the fusion capacity of muscle satellite cells and myotube formation [47]. The specific role of the fibronectin 1 and the thrombospondin 1 encoded by *Fn1* and *Thbs1*, respectively, in muscle fusion is still unclear. However, both proteins are known to be essential for cell adhesion, cell motility, and cell-to-cell and cell-to-matrix interactions in other cell types [48] and these functions are tightly linked to myogenic cell fusion. Furthermore, it is interesting to point out that fibromodulin and fibronectin proteins have been predicted to directly interact with each other and to have antagonistic functions in myogenesis [49]. In light of this, it is interesting to point out that the downregulation *Fmod* during differentiation was lost in cells lacking macroH2A1.2 (Figure 3E). This leads us to speculate that macroH2A1 isoforms do not only regulate a few key genes involved in muscle fusion but also support transcription factors in orchestrating entire expression programs essential for the proper timing of fusion initiation and myotube maintenance. 

## 5. Conclusions

In conclusion, here we describe an isoform-specific function of macroH2A1 splice isoforms in myogenic cell fusion that we link to the regulation of fusion-relevant genes encoding extracellular matrix proteins and adhesion proteins. Future work will need to dissect the underlying molecular mechanism and address the relevance of these findings for diseases, such as muscle dystrophies, with defects in the interaction of muscle fiber and extracellular matrix.

## Figures and Tables

**Figure 1:**
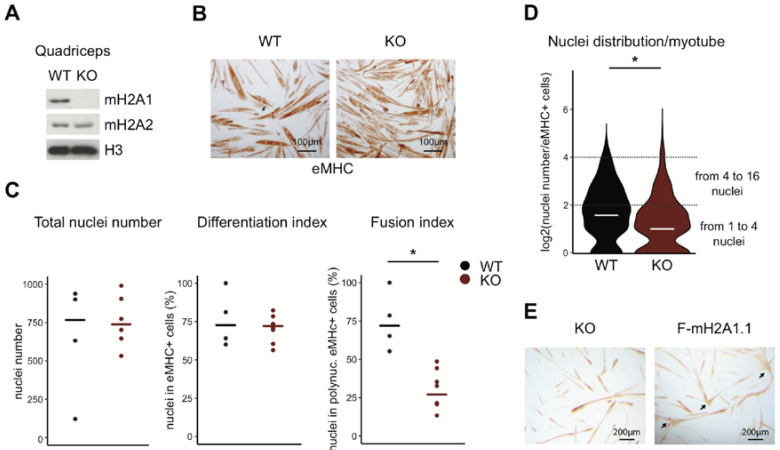
Myoblasts lacking macroH2A1 fail to form proper myotubes. (**A**) Immunoblot analysis of macroH2A1 (mH2A1), mH2A2 and Histone H3 of quadriceps from wild-type (WT) and knockout (KO) mice. (**B**) Immunostaining of differentiated primary mH2A1 WT and KO myotubes with anti-embryonic myosin heavy chain (eMHC). (**C**) Total nuclei, percent of differentiated eMHC positive cells and percent of differentiated eMHC positive cells with at least two nuclei after four days of differentiation. Data points are from sets of four to six photos obtained from three independent biological replicates, evaluating 100 and 200 myotubes and the same surface area per replicate. Lines indicate the median of replicates, * *p* < 0.05, Student’s *t*-test. (**D**) Violin graph of the nuclei distribution per primary mH2A1 WT and KO myoblasts. The data shown are the log2 of the median of 100–200 myotubes from three biological replicates, * *p* < 0.05, Wilcoxon test. (**E**) Bright field pictures of anti-eMHC immunostainings of primary macroH2A1 KO myoblasts transduced with Flag-mH2A1.1 or control vector after two days of differentiation. Arrows indicate large myotubes.

**Figure 2:**
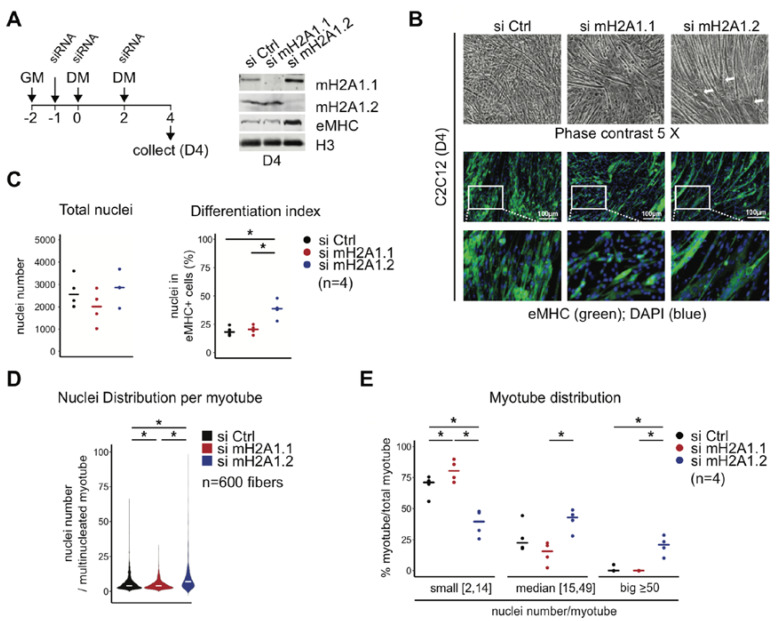
MacroH2A1 isoforms oppositely regulate myotube fusion. (**A**) A schematic representation of the used RNA interference protocol, and the resulting protein levels in C2C12 cells are shown. Immunoblotting was performed by using indicated antibodies. Differentiation was induced by changing growth medium (GM) to differentiation medium (DM), and samples were collected after four days (D4). (**B**) Differences in C2C12 myotube morphology are visible in phase contrast and by anti-eMHC immunofluorescence at D4. Nuclear DNA was counter-stained by DAPI. White arrows indicate particularly large myotubes. (**C**) The total nuclei number and the percentage of differentiated eMHC-positive cells were assessed at D4. Same areas with 600 myotubes were analyzed; data points are from four areas obtained from two independent biological replicates, * *p* < 0.05; Student’s *t*-test). (**D**) Violin graph of the nuclei distribution per myotubes. Data in D are the median of 600 myotubes from two biological replicates, * *p* < 0.05, Wilcoxon test. (**E**) Percent of myotube distribution between three groups: myotubes containing between 2 and 14, between 15 and 49, and more than 50 nuclei. Data points are the median of 600 myotubes, from four areas obtained from two independent biological replicates, * *p* < 0.05, Student’s *t*-test.

**Figure 3:**
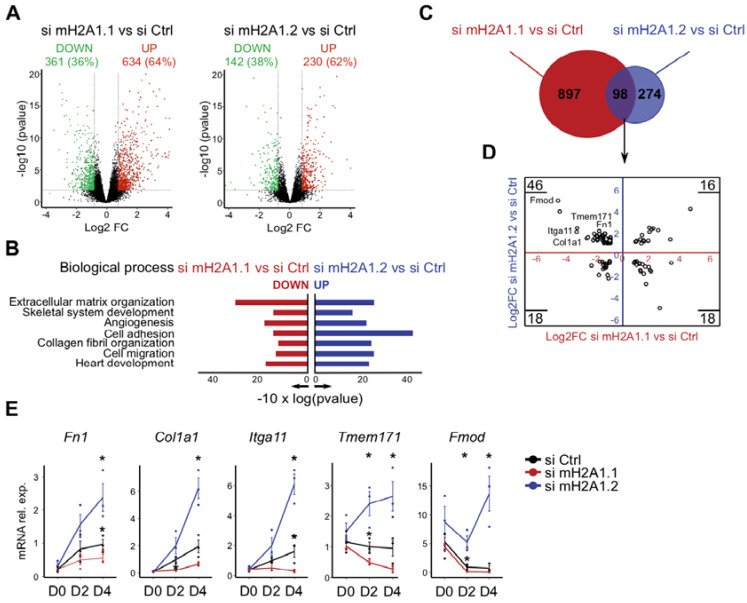
MacroH2A1 (mH2A1) isoforms affect genes related to extracellular matrix and adhesion in an opposing manner. (**A**) Volcano plot of -log10 of the adjusted *p*-value versus the log2 fold-change (FC). Dashed lines demarcate the chosen cutoffs of <0,01 and 0.8 for *p*-value and log2FC, respectively. Significant deregulated genes are highlighted in green (down) or orange (up). The analyzed data were obtained from three independent biological replicates. (**B**) Gene ontology analysis of downregulated genes with si mH2A1.1 versus upregulated with si mH2A1.2 (*p* < 0.05). The analyzed data were obtained from three independent biological replicates. (**C**) Venn diagram of deregulated genes identified in (**A**). (**D**) Scatterplot of deregulated genes (98) identified in (**A**) and shared in both comparisons, si mH2A1.1 versus control and si mH2A1.2. Five fusion genes of interest are highlighted. (**E**) Validation of selected genes by RT-qPCR during differentiation at days 0, 2 and 4 (left to right). Data is the mean of four independent experiments + SD; * *p* < 0.05; Student’s *t*-test.

**Figure 4:**
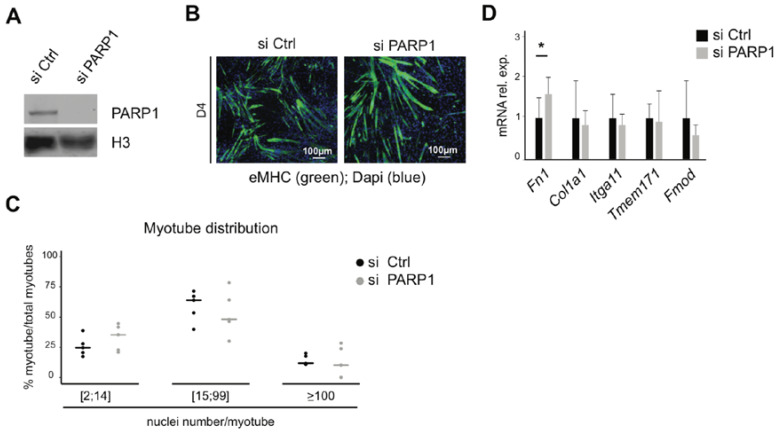
Silencing of PARP1 does not affect cell fusion or expression of fusion genes. (**A**) Successful PARP1 silencing by siRNA is shown by immunoblotting of C2C12 cells after four days of differentiation. (**B**) Myotubes were analyzed by eMHC immunofluorescence in si Ctrl versus si PARP1 conditions at day 4. Nuclear DNA was stained by DAPI. (**C**) Percentage of myotube distribution divided into three groups, according to the range of nuclei per myotube. Data in C are the median of 600 myotubes from four distinct areas from three biological replicates, * *p* < 0.05, Student’s *t*-test. (**D**) Relative mRNA levels of five fusion genes (identified in Figure 3) in si Ctrl and si PARP1 conditions. Data in D are the mean of four independent experiments + SD; * *p* < 0.05; Student’s *t*-test.

**Figure 5:**
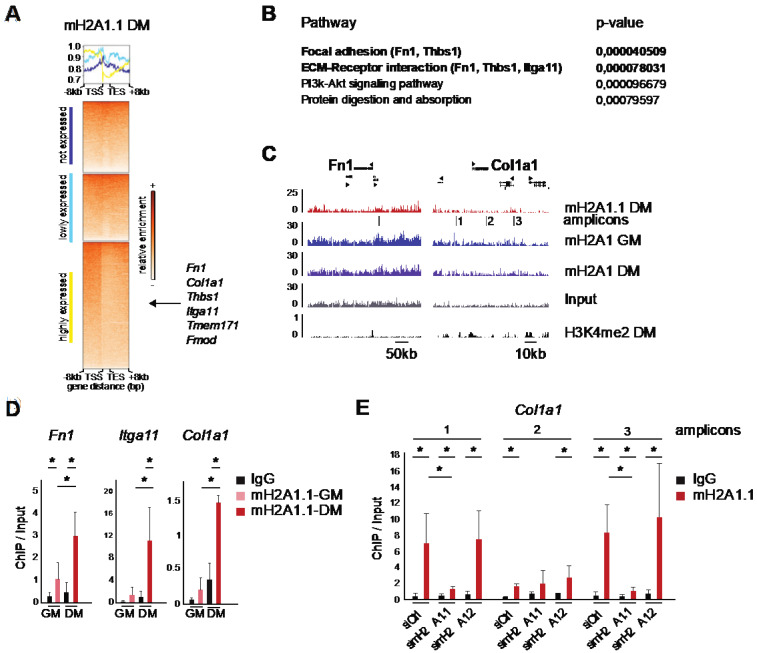
MacroH2A1.1 (mH2A1.1) occupies fusion-related genes in myotubes. (**A**) Heatmaps and summary plots using normalized read coverages from mH2A1.1 ChIP-seq from myotubes after four days of differentiation. Signals over the body of all genes +/- 8 kb are shown. Heatmaps were divided into three categories, according to normalized read counts: not expressed, lowly expressed and highly expressed genes. Fusion genes of interest belong to the category of highly expressed genes. (**B**) Pathway analysis of the 46 genes of interest by Paintomics3 analysis. (**C**) Snapshots from the UCSC genome for macroH2A1.1, total macroH2A1 and the enhancer mark histone H3K4me2 in proliferating myoblasts in growth medium (GM) or myotubes in differentiation medium (DM) and input are shown. The exact coordinates are indicated in Table A1. (**D**) Levels of macroH2A1.1 enrichment by ChIP-qPCR on *Fn1*, *Itga11* and *Col1a1* in proliferative (GM) and differentiated (DM, four days) cells. As a background control, we used IgG. Data are mean of *n* = 3 independent experiments, normalized to the input signal, + SD; * *p* < 0.05; Student’s *t*-test. (**E**) Levels of macroH2A1.1 enrichment by ChIP-qPCR on three loci of *Col1a1* genes, in si ctrl, si macroH2A1.1 and si macroH2A1.2 conditions at day 4. As a background control, we used IgG. Data are the mean of n = 4 independent experiments, normalized to the input signal, + SD; * *p* < 0.05; Student’s *t*-test.

## Appendix A

**Table A1:** Primer sequences.

Application	Primer Name	Sequence (Genomic Position of Amplicon)
siRNA	scramble (ctrl)	CGUACGCGGAAUACUUCGATT
siRNA	macroH2A1.1#1	CGACAAACACUGACUUCUATT
siRNA	macroH2A1.1#2	CCGACAAACACUGACUUCUTT
siRNA	macroH2A1.2#1	GCUUUGAGGUGGAGGCCAUTT
siRNA	macroH2A1.2#2	UGACAUUGACCUUAAAGAUTT
siRNA	PARP1#1	AGCUGAAGAAAGCGTGUUCTT
siRNA	PARP1#2	AGGCGUGGCAGGCAAAGGCTT
qPCR	macroH2A1 F	GACGGTGAAAAACTGCTTGG
qPCR	macroH2A1 R	GGAGGAGGACATCGTGGAG
qPCR	macroH2A2 F	GCTGGAAGAGACCATCAAAAA
qPCR	macroH2A2 R	CGAAGTGAGCCGAGATGG
qPCR	macroH2A1 Exon5	CCTACAGACGGCTTCACTGTC
qPCR	macroH2A1.2 Exon6	GGTCAATGTCAGCATTGGTAGG
qPCR	macroH2A1.1 Exon7	GTGTAGAAGTCAGTGTTTGTCG
qPCR	Rpl7 F	GAAGCTCATCTATGAGAAGGC
qPCR	Rpl7 R	AAGACGAAGGAGCTGCAGAAC
qPCR	Gapdh F	TGCACCACCAACTGCTTAG
qPCR	Gapdh R	GATGCAGGGATGATGTTC
qPCR	Rpl0 F	TTCATTGTGGGAGCAGAC
qPCR	Rpl0 R	CAGCAGTTTCTCCAGAGC
qPCR	Tmem171 F	AAACCCACCTTCCTATTCCAG
qPCR	Tmem171 R	ATGAACCCTGCCCAGAAATG
qPCR	Itga11 F	GGGAAACCTGTGGCTGAC
qPCR	Itga11 R	ATGAAGGGGCTGTGGAAC
qPCR	Parp1 F	CCTGAACAACGCAGACAGC
qPCR	Parp1 R	CGTTGTGCGTGGTAGCATGA
qPCR	Fmod F	TCCTCTGGGTCGCTCTACAT
qPCR	Fmod R	TGCCTCAGCTTGGAGAAGAC
qPCR	Col1a1 F	GCGAGTGCTGTGCTTTCTG
qPCR	Col1a1 R	GGTCCCTCGACTCCTACATCT
qPCR	Fn1 F	GACAACCGAGGAAACCTGCT
qPCR	Fn1 R	GATCCGGCTGAAGCACTTTG
Cloning	mH2A1.1_aa1_EcoRI F	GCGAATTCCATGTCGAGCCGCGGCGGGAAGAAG
Cloning	mH2A1.1_STOP_XhoI R	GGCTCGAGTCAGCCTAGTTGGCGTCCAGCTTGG
ChIP-qPCR	Fn1 F	TCCCCTCCATGACAACTAGGA (chr1:71,722,171-71,722,240)
ChIP-qPCR	Fn1 R	TTTTGACCCCAGGGATATGGC (chr1:71,722,171-71,722,240)
ChIP-qPCR	Itga11 F	GTTGGTTCTTTTGATATTCAGGCTC (chr9:62,524,168-62,524,259)
ChIP-qPCR	Itga11 R	ACCTTCAGGGCTAAGTTTCAGA (chr9:62,524,168-62,524,259)
ChIP-qPCR	Col1a1#1 F	GACGTCATGGCATGGAAAGC (chr11:94,784,360-94,784,821)
ChIP-qPCR	Col1a1#1 R	CTGGGATGAGGATCGCAGTG (chr11:94,784,360-94,784,821)
ChIP-qPCR	Col1a1#2 F	CCTCAGGCCCTTTACTGACC (chr11:94,804,479-94,805,581)
ChIP-qPCR	Col1a1#2 R	TGGAGCCAACCAATGGTCTC (chr11:94,804,479-94,805,581)
ChIP-qPCR	Col1a1#3 F	CAATTTGAACGGCACCTCCC (chr11:94,836,255-94,836,814)
ChIP-qPCR	Col1a1#3 R	AGCTAGGCCAGAGTCTAGGG (chr11:94,836,255-94,836,814)

**Table A2:** Antibodies.

Antibodies	Source
Control IgG	Abcam, ab-1791
Anti-macroH2A1.1	[26]
Anti-macroH2A1.2	Cell Signaling, 4827S
Anti-macroH2A1.2	Cell Signaling, 4827S
Anti-macroH2A1	[14]
Anti-macroH2A2	[14]
Anti-embryonic myosin heavy chain (eMHC) F1.652	Santa Cruz, sc-53091
Anti-Histone H3	Abcam, ab-1791
Anti-PARP-1	Abcam Ab6079 or Trevigen 4338-MC-50
Secondary anti-mouse and anti-rabbit conjugated to horseradish peroxidase	DakoCytomation

How the deposited data were processed for this re-analysis (not part of the article)

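mRNA was measured in C2C12 cells after 4 days of differentiation in 9 samples, 3 each of si Ctrl, si mH2A1.1 and si mH2A1.2. The authors sequenced single reads of 50 bp, estimated the reads of each gene with Salmon on GRCm38 and imported them into DESeq2. The deposited count table holds expected counts, Salmon's estimated reads per gene, as whole numbers without normalization. In the other deposited table the unit is a normalized signal, these counts divided by 1 DESeq2 size factor per sample. The ratio of both tables was checked and is constant within each sample. The paper's text does not name the annotation release. Gene names, positions and exon lengths were taken from GENCODE M21, which holds 52762 of the 52780 deposited genes. The other 18 genes kept their counts in the tests and have no name or position. Conditions and replicate numbers were taken from the sample labels. The deposited library names also run in sequence within each replicate number. Over all contrasts, deviations from the group mean correlated with a mean r of 0.155 between samples of the same number. Between samples of different numbers the mean r was -0.077, which follows from the first value since deviations sum to 0 within a group. The paper's text does not state a pairing. The labels call the control samples wild type, and they are named si Ctrl here as in Figure 3A.

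Totals per sample ranged from 36924252 to 42223108 counts. At this depth, 3 counts were taken as the smallest amount that can be told from 0. Fold changes against samples at or below 3 counts are given as lower bounds. The exception is Oas1a with si mH2A1.2 and one sample left out, where fitted values are given to show the change of sign. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

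Differential expression was tested in R 4.3.3 with edgeR 4.0.16, by the quasi-likelihood test in its legacy form, with TMM normalization, the filterByExpr function on the conditions (19545 genes left) and Benjamini-Hochberg adjustment. The 9 samples were in 1 model without a replicate term, and 3 contrasts were taken, si mH2A1.1 against si Ctrl, si mH2A1.2 against si Ctrl, and si mH2A1.1 against si mH2A1.2. Genes with an adjusted p below 0.01 and an absolute log2 fold change of at least 0.8 were counted as differentially expressed. The paper's methods give an adjusted p of 0.05 or less and the legend of Figure 3A gives 0.01, so 0.05 was an alternative. The other alternatives were DESeq2 1.42.0 with and without its normal prior on fold changes, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, only the samples of the contrast's own conditions, unadjusted p, other fold change cutoffs, and leaving out each of the 9 samples in turn. Chosen after the values were seen were edgeR's newer quasi-likelihood form, limma-voom (limma 3.58.1), and DESeq2 with the replicate block. The tests were checked on simulated data with known changes before use. The simulated changes were mostly recovered by each tool, and DESeq2 called more unchanged genes than edgeR did.

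Reactome pathways for mouse from fgsea 1.28.0 stood in for gene ontology terms, with pathways of 10 to 500 genes in the background, one-sided Fisher's exact tests and Benjamini-Hochberg adjustment over the pathways of a list. The background was the tested genes in any pathway, and all tested genes with an Entrez identifier were an alternative. Whole pathways were tested with limma's camera, adjusted over 8 pathways and 3 contrasts. Named genes were those the paper names, integrin subunit genes that were differentially expressed, and the 3 largest rises and falls of each knockdown among differentially expressed genes of at least 1 CPM on average that changed the same way in all 3 replicate pairs. Seed sites, the 7 bases opposite positions 2 to 8 of the guide strand, were counted in the longest annotated 3′ UTR of each gene, and the mean log2 fold change of genes with a site was compared with 10000 random draws of genes from the same 20 groups of 3′ UTR length. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

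The RT-qPCR, immunoblot and microscopy experiments and the chromatin immunoprecipitation were not analysed here. The values of 1 gene are not reported here.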

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

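Some tests were chosen after the results were seen. They are those of library size, of a response to any siRNA, of all 36 assignments of the samples and of matches between genes. The same holds for the camera test. The others were chosen before.

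Genes of the interferon response, which the paper does not discuss, were higher with si mH2A1.1. The 12 genes of the Reactome pathway Interferon alpha beta signaling had a mean log2 fold change of 0.81, 9 of them were higher, and the pathway was higher in 3 of 3 replicate pairs (adjusted p = 0.00994 by limma's camera test, 0.0248 with the replicate block, under which 795 genes were differentially expressed). With si mH2A1.2 the adjusted p was 0.891 and the pathway was higher in 1 of 3 pairs. Between the knockdowns the adjusted p was 0.024, and 0.0519 with the block. Without the genes that hold a seed site of a macroH2A1.1 siRNA, 10 genes were left, with a mean of 0.78 with si mH2A1.1 and an adjusted p of 0.0899. This mean is close to the 0.81 of all 12 genes. Seed sites can lower the genes that hold them, so leaving those genes out cannot test an off-target cause of a rise. A difference in library size is not a sufficient explanation, since the shift stayed with libraries thinned to equal totals (adjusted p = 0.0129 from limma, 0.00863 unadjusted). A response to any transfected siRNA would cancel in both contrasts if the controls, named si Ctrl in Figure 3A and wild type in the sample labels, were transfected. If they were not, it would appear with si mH2A1.2 as well, and none was seen there (mean log2 fold change -0.025, adjusted p = 0.891 by camera). Such a response is therefore not an explanation for the shift with si mH2A1.1. The test for an interferon response to the transfected RNA was met for si mH2A1.1 (adjusted p = 0.00994 by camera). A response to the macroH2A1.1 siRNA itself may explain the shift, and so may the loss of macroH2A1.1. The samples hold no independent knockdown of macroH2A1.1 to tell these apart.

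The direct comparison of si mH2A1.1 with si mH2A1.2 gave 1247 differentially expressed genes, a contrast for which the paper's results report no count. In a model of these 6 samples alone it gave 939. Of the 4 splits of the 6 samples that separate all same-numbered pairs, 1 gave as many as 939 genes, the real one, and 4 splits cannot show a share under 0.05. The 3 others gave 0 genes, with 198 to 472 genes at an unadjusted p under 0.05 against 6672 in the real split. The 6 splits that separate only 1 pair also gave 0, with 176 to 1130 at the unadjusted p. For si mH2A1.1 and si mH2A1.2 against si Ctrl, the real splits gave 208 and 4 genes in models of 6 samples, and 1 of 4 splits gave as many in each. The others gave 0, with 228 to 554 and 116 to 262 at the unadjusted p among those that separate all pairs. Among those that separate only 1 pair, the ranges were 235 to 1203 and 654 to 1949. The real splits gave 5673 and 3140 at this p, so for si mH2A1.2 the distance was smaller. With DESeq2, the real splits gave 1833, 1021 and 395 genes in the same order, and the 3 others of each contrast gave 0 to 4. Over all 36 assignments of the 9 samples to 3 groups within replicate numbers, 1 gave as many genes in any contrast, the real one, with 1322 genes against 146 in the next. Grouping by chance is thus not an explanation for the changes over the 3 contrasts taken together. Most of these genes came from the direct comparison (1247), so the result does not settle si mH2A1.2 against si Ctrl alone. The other groupings mix conditions, which widens the spread within groups, so few genes could pass in them.

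In all 3 si mH2A1.1 samples, 13 genes had at least 20 counts while all 6 other samples had at most 3. The number was 0 for si Ctrl and 0 for si mH2A1.2, a count without a p-value. The highest were Eef1a2, at least 72.7-fold higher, and Oas1g, at least 70.9-fold higher, both named after their values were seen. RNA from macrophages could give such genes, but of the 3 macrophage markers that were tested only 1, Cd68, was differentially expressed and higher (log2 fold change 1.62, adjusted p = 0.00565 from edgeR). The untested markers had few counts per sample. With si mH2A1.1 these were 0 for Adgre1, 6 to 10 for Csf1r, 4 to 9 for Ptprc, 2 to 8 for Lyz2 and 7 to 14 for Fcgr1. With si Ctrl they were 0, 4 to 10, 1 to 8, 0 to 3 and 1 to 6 in the same order. Reads shared with pseudogenes or near-identical copies could also give them. Of the 13 genes, 2 were not named protein-coding genes, a number that cannot tell, since named genes have close paralogs too. Windows of 50 bases, the read length, were therefore compared with the transcripts of all other genes in the annotation. Of the 13 genes, 7, among them Eef1a2, shared no window and 6 shared at least 1. The share of windows was highest for Fam177a (98.5%), Cd300ld3 (82.1%) and Oas1g (45.7%, most of them with Oas1a), also named after their values were seen. It was low for Mmp3 (8.39%), Aldh1a7 (7.49%) and Atp13a4 (0.108%). Reads that match an annotated copy are thus not an explanation for the 7 genes. For the 6 others they cannot be set aside, although for Mmp3, Aldh1a7 and Atp13a4 only a small part of the transcript is shared. A direct effect of the siRNA itself was not tested for these genes, so no biological explanation is offered.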

How the results depend on the processing

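All alternatives were set before the data were examined, except edgeR's newer quasi-likelihood form, limma-voom, DESeq2 with the replicate block, and the camera test. Every alternative that was set was run. The cause of the changes below was not tested.

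For si mH2A1.1 against si Ctrl, si mH2A1.2 against si Ctrl and si mH2A1.1 against si mH2A1.2, the edgeR test gave 352, 35 and 1247 genes. DESeq2 gave 992, 370 and 1911. With its normal prior, the first contrasts gave 913 and 334, with no filter 800 and 252, with the replicate block 795 and 116, and with only the samples of the contrast 208 and 4. An adjusted p of 0.05 or less gave 1146, 293 and 2264, an unadjusted p below 0.01 gave 1369, 604 and 2206, and DESeq2 with the replicate block gave 1119, 479 and 1931. Across the 9 fits that each left out one sample, the counts ran from 30 to 546, from 0 to 24 and from 518 to 1431. At an unadjusted p under 0.05 the main edgeR test had 3109 genes with si mH2A1.2. DESeq2's size factors in edgeR, at least 10 counts in every sample, other fold change cutoffs, the newer quasi-likelihood form and limma-voom stayed within 1.5 times the edgeR counts. The estimate of the spread behind each gene had 4.33 prior degrees of freedom in edgeR with the filter and 13.09 without it.

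The share of upregulated genes with si mH2A1.1, 72.7%, was 63.7% with DESeq2, 67.7% with its normal prior, 64.0% with no filter and with an adjusted p of 0.05 or less, 61.5% with the replicate block, 78.4% with only the samples of the contrast and 62.6% with an unadjusted p below 0.01. It ran from 57.0% to 93.3% with one sample left out. For si mH2A1.2 the share stayed inside its confidence interval under each alternative except some that left out one sample, and ran from 60.0% to 100.0% across the 6 of those fits that gave any gene.

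The 3 genes that were differentially expressed in both knockdowns became 97 with DESeq2, 78 with its normal prior, 65 with no filter, 5 with at least 10 counts in every sample, 27 with the replicate block, 83 with an adjusted p of 0.05 or less, 169 with an unadjusted p below 0.01 and 0 with only the samples of the contrast. Left-out samples gave 0 to 3. Genes lower with si mH2A1.1 and higher with si mH2A1.2 rose from 0 to 45, 35, 33, 1, 14, 36 and 62 under the first 7 of these, and ran from 0 to 1 with one sample left out. The reverse group went from 2 to 18 with DESeq2, 14 with its normal prior, 7 with no filter, 7 with the replicate block, 14 with an adjusted p of 0.05 or less, 39 with an unadjusted p below 0.01 and 0 with only the samples of the contrast, and ran from 0 to 1 with one sample left out. DESeq2 with the replicate block, chosen after the values were seen, gave 169 shared genes. Of these, 77 were lower with si mH2A1.1 and higher with si mH2A1.2, and 37 were in the reverse group. In the main edgeR test at an unadjusted p under 0.05 in both, the opposing and the reverse group held 310 and 280 genes.

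The enrichment of Extracellular matrix organization among genes downregulated with si mH2A1.1 stayed past an adjusted p of 0.05 under the 4 other settings tried on the lists. With one sample left out, its adjusted p ran from 3.48e-07 to 1.0. Among genes upregulated with si mH2A1.2, its adjusted p of 1.0 became 1.66e-05 with DESeq2, 0.000595 with an adjusted p of 0.05 or less for genes, and 6.79e-10 with the camera test. With one sample left out it stayed at 1.0. The number of pathways shared by both lists went from 0 to 4 with DESeq2 and to 1 with an adjusted p of 0.05 or less for genes. It stayed at 0 with the replicate block, the Entrez background and one sample left out. At an unadjusted pathway p under 0.05 it was 0 for the main edgeR lists, 21 with DESeq2, 10 with an adjusted p of 0.05 or less for genes, 1 with the replicate block and 1 with the Entrez background.

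Among expression ranks, Fn1 moved from 2 to 48, Col1a1 from 21 to 103 and Thbs1 from 102 to 306 with counts divided by gene length, and with the mean over all samples Thbs1 moved to 87 and Col1a1 to 14, the latter by less than the spread between the si Ctrl samples. With one si Ctrl sample left out, Fn1 ran from rank 2 to 4, Col1a1 from 18 to 24 and Thbs1 from 95 to 111.

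For the named genes, 416 alternatives were run over 47 log2 fold changes against si Ctrl. These were those of the genes that the paper names and of Itga10 in both knockdowns, and those of the genes with the largest rises and falls in the knockdown where they were chosen. They kept their direction and side of the adjusted p cutoff of 0.01 in 352, no longer passed it in 34 and newly passed it in 25. The sign reversed in 5, each with one sample left out, for log2 fold changes close to 0. With one sample left out, the values with si mH2A1.1 ran from -0.33 to 0.11 for H2afy2, from -0.18 to 0.02 for Parp1, from -0.03 to 0.22 for Myod1 and from -0.03 to 0.07 for Crebbp, and those with si mH2A1.2 from -0.14 to 0.04 for Ezh2. Outside the 47, in the knockdown where they were not chosen, the sign also reversed with one sample left out for Oas1a (-0.38 to 2.60 with si mH2A1.2, at 0 to 15 counts per sample), Cacna1g (-0.64 to 0.05 with si mH2A1.2), Trabd2b (-0.32 to 0.01 with si mH2A1.1) and Lrrc32 (-0.29 to 0.17 with si mH2A1.1). No scaling moved the median log2 fold change of all genes by more than 0.009.

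Depth limits the results for genes with few counts, such as Fmod with si mH2A1.1, with 3 to 9 counts per sample.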

Differences from the paper's values

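The edgeR test gave 352 differentially expressed genes with si mH2A1.1 against the paper's 995. Of the alternatives set before the data were examined, DESeq2 (992), its normal prior (913), no filter (800), the replicate block (795), an adjusted p of 0.05 or less (1146) and an unadjusted p below 0.01 (1369) closed the gap, and the others did not. With si mH2A1.2 it gave 35 genes against the paper's 372. DESeq2 (370), its normal prior (334), no filter (252) and an adjusted p of 0.05 or less (293) closed the gap, and the others did not. DESeq2 is the tool that the paper's methods name. DESeq2 with the replicate block, chosen after seeing the values, gave 1119 and 479, also within 1.5 times the paper's counts.

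In both knockdowns, 3 genes were differentially expressed against the paper's 98. DESeq2 (97), its normal prior (78) and an adjusted p of 0.05 or less (83) closed the gap. Genes lower with si mH2A1.1 and higher with si mH2A1.2 numbered 0 against the paper's 46, with 310 genes at an unadjusted p under 0.05 in both. DESeq2 (45), its normal prior (35), no filter (33), an adjusted p of 0.05 or less (36) and an unadjusted p below 0.01 (62) closed the gap. The reverse group held 2 genes against about 18 in Fig. 3D, read by eye. DESeq2 (18), its normal prior (14) and an adjusted p of 0.05 or less (14) closed the gap. For these 3 counts the other alternatives did not. DESeq2 with the replicate block, chosen after seeing the values, gave 169, 77 and 37 genes, each above the paper's count.

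The paper places Fn1, Thbs1 and Col1a1 among its most expressed genes in a short top list. Here Fn1 was at rank 2, Col1a1 at rank 21 and Thbs1 at rank 102 in si Ctrl, and no setting that was run placed Thbs1 or Col1a1 in the first 10 of si Ctrl. In the si mH2A1.2 samples, Col1a1 was at rank 4. The paper states that Fmod fell most with si mH2A1.1 and rose most with si mH2A1.2. Here its log2 fold change of -4.43 was the 9th lowest of all tested genes, and it did not pass the adjusted p cutoff in edgeR (0.0169). It was differentially expressed with DESeq2 (4th among the downregulated genes), no filter (6th), the replicate block (4th), only the samples of the contrast (2nd), an adjusted p of 0.05 or less (4th), an unadjusted p below 0.01 (4th) and without replicate 1 or 3 of si mH2A1.2 (3rd), and, chosen after seeing the values, DESeq2 with the replicate block (3rd). No setting that was run placed it first. With DESeq2's normal prior its log2 fold change with si mH2A1.1 was -0.62 (adjusted p = 0.246), which passed neither cutoff. Its rise with si mH2A1.2 was the largest among the differentially expressed genes in edgeR, the 8th highest of all tested genes, and the 2nd among the differentially expressed genes in DESeq2.

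The paper states that Fn1, Col1a1, Itga11 and Tmem171 are regulated in opposing directions by both knockdowns. It bases this on RNA sequencing and on RT-qPCR during differentiation, and the RT-qPCR was not analysed here. In the RNA sequencing counts, the directions were the same. In edgeR, Fn1 did not pass the adjusted p cutoff in either knockdown, and Col1a1, Itga11, Tmem171 and Thbs1 did not with si mH2A1.2, while all of them were differentially expressed in both with DESeq2, its normal prior, an unadjusted p below 0.01 and, chosen after seeing the values, DESeq2 with the replicate block. No filter gave the same for all but Fn1 with si mH2A1.2, and an adjusted p of 0.05 or less for all but Fn1 and Col1a1 with si mH2A1.2. The paper reports several integrin subunit genes among the genes changed in opposing directions, and here DESeq2 placed 1, Itga11, in that group. Itgb5 changed in the same directions at an adjusted p under 0.01 with DESeq2, but missed the fold change cutoff. The paper reports terms shared by genes downregulated with si mH2A1.1 and genes upregulated with si mH2A1.2. With Reactome pathways, 0 were shared in edgeR, 4 with DESeq2 and 1 with an adjusted p of 0.05 or less. The paper gives a moderately higher number of changed genes for the knockdown of macroH2A1.1 than of macroH2A1.2. Here the ratio was 10.1 in edgeR and 2.68 with DESeq2, 2.73 with its normal prior, 2.27 with an unadjusted p below 0.01 and, chosen after seeing the values, 2.34 with DESeq2 and the replicate block. The other settings gave ratios of 3.17 and above, up to 52.0 with only the samples of the contrast and 379 with one sample left out.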

Other observations

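Chosen after the results were seen were the tests of the excess of seed sites among downregulated genes and of extracellular matrix genes without seed sites. So were those of the genes shared against 1 fixed common group and of cholesterol biosynthesis, and the camera test. The others were chosen before.

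Short RNAs can repress genes whose 3′ UTR matches their seed, positions 2 to 8 of the guide strand. Genes with a site of macroH2A1.1#1 had a mean log2 fold change with si mH2A1.1 that was lower by a difference of -0.0483 than that of genes with 3′ UTRs of similar length (adjusted p = 0.0004, one-sided permutation test). For macroH2A1.1#2 the difference was -0.0643 (adjusted p = 0.0003), and for macroH2A1.2#1 with si mH2A1.2 it was -0.0353 (adjusted p = 0.0003). The unadjusted p of the last pair was 1e-04, the smallest that the draws can give. In each case, 0 of 200 shuffled sites lay as far. For macroH2A1.2#2 the difference was -0.001 (adjusted p = 0.436). Genes with a site of the scramble siRNA were higher by 0.0641 with si mH2A1.1 (adjusted p = 0.0805) and by 0.062 with si mH2A1.2 (adjusted p = 0.0333). In the knockdown of the other isoform, the macroH2A1 siRNA sites gave unadjusted p of 0.269, 0.795, 0.455 and 0.534. An off-target effect through the seeds is therefore a candidate explanation for a small part of the log2 fold changes. The seeds of the macroH2A1.1 siRNAs overlap, so these data do not tell which of them was used. Of the macroH2A1.2 siRNAs, the shift was seen for macroH2A1.2#1 and not for macroH2A1.2#2, and the difference between them was not tested. Of 87 downregulated genes with si mH2A1.1 and a 3′ UTR, 25.3% had a site, against 22.7% in random genes of similar 3′ UTR length (p = 0.303, permutation test). With si mH2A1.2, 5 of 10 such genes had a site of a macroH2A1.2 siRNA (50.0%), against 32.8% in random genes (p = 0.168, permutation test). With so few genes this test cannot tell. The extracellular matrix genes without a macroH2A1.1 site were still lower as a set (adjusted p = 0.000475 from limma's camera test, 0.000297 unadjusted), so seed sites do not account for that shift as a whole.

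Cell cycle genes also shifted. The 389 genes of the Reactome pathway Cell Cycle, Mitotic had a mean log2 fold change of 0.26 with si mH2A1.1, 283 of them higher and the set higher in 3 of 3 replicate pairs (adjusted p = 3.3e-05 by camera). With si mH2A1.2 the mean was -0.09 and the set was higher in 1 of 3 pairs (adjusted p = 0.024). A larger share of cycling cells with si mH2A1.1 and a smaller one with si mH2A1.2 may contribute to the changes in gene expression, and the counts cannot tell this from regulation of the genes in each cell.

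The set of genes lower with si mH2A1.1 and higher with si mH2A1.2 was found with a shared control. Among genes that changed by at least 0.8 on the log2 scale in both, the share with these directions was 38.1% when each knockdown was compared with a different control sample and 24.6% when both were compared with the same one. An error in a shared control moves both contrasts the same way and lowers this share, so the test had to come out in this direction and cannot tell whether such errors were present. They do not enter the direct contrast of the knockdowns, where the 45 genes that DESeq2 placed in this set all had an adjusted p under 0.01 in edgeR, although these genes were chosen for opposite changes. An error in the controls is thus not an explanation for the difference between the knockdowns, and leaves open only where single genes lie relative to si Ctrl. Of the 36 assignments of the samples to 3 groups within replicate numbers, 4 gave at least as many genes in a pair of contrasts with any common group as the 3 that both knockdowns shared. That count sets 1 common group against the highest of 3. With the group that holds si Ctrl replicate 1 as the common one throughout, 1 of the 36 gave 3 genes, the real one, and the 35 others gave 0. Of these, 32 had 0 differentially expressed genes in any contrast, so their count had to be 0. At an unadjusted p under 0.05 in both contrasts, the real one gave 1260 genes and the others 13 to 630. With the highest of the 3 common groups throughout, the real one gave 283 genes and the next 69.

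The 22 genes of the Reactome pathway Cholesterol biosynthesis were lower in both knockdowns, with a mean log2 fold change of -0.62 with si mH2A1.1 (adjusted p = 1.78e-13 by camera, 0 genes higher) and of -0.62 with si mH2A1.2 (adjusted p = 2.19e-22, 1 gene higher), in 3 of 3 replicate pairs each. Between the knockdowns they did not differ (adjusted p = 0.912 from limma). A difference in the si Ctrl cultures could give this pattern, and so could an effect that both knockdowns share, and the test cannot tell these apart.

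The 29 genes of Striated Muscle Contraction were lower with si mH2A1.2 (mean log2 fold change -0.45, adjusted p = 5.2e-11 by camera, 4 higher, lower in 3 of 3 replicate pairs), while with si mH2A1.1 the adjusted p was 0.339. Between the knockdowns the adjusted p was 0.00135. Myh3 changed by -0.54 (adjusted p = 0.0753 from edgeR) with si mH2A1.1 and -0.32 (0.427) with si mH2A1.2, Myog by -0.66 (0.0204) and -0.20 (0.553), Myod1 by 0.12 (0.661) and -0.23 (0.555), and Parp1 by -0.07 (0.718) and -0.22 (0.404). With DESeq2, the adjusted p of Myog with si mH2A1.1 was 0.000434, at a fold change under the cutoff. The paper cites earlier work in which the upregulation of MyoD1 and Myogenin was unaffected. It also reports more eMHC protein, which Myh3 encodes, and more eMHC-positive cells with si macroH2A1.2. The values here are mRNA at day 4, so they measure neither the course of upregulation nor the protein. Itga11, Tmem171 and Fmod were at expression ranks 9058, 11717 and 11925 in si Ctrl.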
